# Loss of Polycomb Group Protein Pcgf1 Severely Compromises Proper Differentiation of Embryonic Stem Cells

**DOI:** 10.1038/srep46276

**Published:** 2017-04-10

**Authors:** Yun Yan, Wukui Zhao, Yikai Huang, Huan Tong, Yin Xia, Qing Jiang, Jinzhong Qin

## Abstract

The Polycomb repressive complex 1 (PRC1) is essential for fate decisions of embryonic stem (ES) cells. Emerging evidence suggests that six major variants of PRC1 complex, defined by the mutually exclusive presence of Pcgf subunit, regulate distinct biological processes, yet very little is known about the mechanism by which each version of PRC1 instructs and maintains cell fate. Here, we disrupted the Pcgf1, also known as Nspc1 and one of six Pcgf paralogs, in mouse ES cells by the CRISPR/Cas9 technology. We showed that although these mutant cells were viable and retained normal self-renewal, they displayed severe defects in differentiation *in vitro*. To gain a better understanding of the role of Pcgf1 in transcriptional control of differentiation, we analysed mRNA profiles from Pcgf1 deficient cells using RNA-seq. Interestingly, we found that Pcgf1 positively regulated expression of essential transcription factors involved in ectoderm and mesoderm differentiation, revealing an unexpected function of Pcgf1 in gene activation during ES cell lineage specification. Chromatin immunoprecipitation experiments demonstrated that Pcgf1 deletion caused a decrease in Ring1B and its associated H2AK119ub1 mark binding to target genes. Altogether, our results suggested an unexpected function of Pcgf1 in gene activation during ES cell maintenance.

Polycomb group (PcG) proteins are known as epigenetic chromatin modifiers that regulate gene expression in multiple cell types and tissue contexts and are critical for cell fate decisions and development^1^,^2^. PcG-mediated gene silencing is associated with specific post-translational histone modifications^3^. Polycomb proteins participate in two major multiprotein complexes: the Polycomb repressive complexes 1 and 2 (PRC1 and PRC2)^4^. PRC2 consists of three core subunits: Eed, Suz12, and the histone methyltransferases Ezh1/2, which is responsible for catalysing both di-methylation and tri-methylation on lysine 27 of the histone H3 (H3K27me3)^5^,^6^. PRC1 mediates the monoubiquitylation of histone H2A at lysine 119 (H2AK119ub1)^7^,^8^. In mammals, all PRC1 complexes contain Ring1A/B which catalyse H2AK119ub1^9^ and Pcgf1-6 which regulates PRC1 enzymatic activity^10^,^11^,^12^. On the basis of the presence or absence of Cbx proteins which can recognize and bind H3K27me3, PRC1 complexes can be grouped as canonical PRC1 and non-canonical PRC1 respectively^13^. Recently, six major groups of PRC1 complexes named PRC1.1–1.6, distinguished by the distinct member of the Pcgf (Polycomb group RING finger protein) family have been reported^14^. Although it is well documented that Polycomb complexes are implicated in stem cell maintenance, very little is known about the functions of each Pcgf family member in ES cells.

Pcgf1 is also known as Nspc1 which is mainly expressed in nervous system^15^. The Pcgf1-containing PRC1 (PRC1.1), also known as the dRing-associated factor (dRAF) complex in D. melanogaster^16^ and the BcoR complex in mammals^17^, has been reported to be important for the deposition of H2AK119ub1. Notably, recent studies revealed that Kdm2b, another component in this complex, plays a critical role in regulating the recruitment of PRC1.1 proteins Ring1B and Pcgf1 to its target genes and most H2AK119 ubiquitylation in ES cells^18^,^19^. Moreover, Knockdown Kdm2b in ES cells led to the failure of proper differentiation^20^,^21^. However, the role of Pcgf1 in regulating H2A monoubiquitylation and pluripotency maintenance in ES cells is not clear.

Here, we use CRISPR/Cas9 strategy to establish Pcgf1 null ES cells. Although the deletion of Pcgf1 does not impair ES cell proliferation and EB formation, mutant cells display profound defects in differentiation. Importantly, RNA-seq analysis reveals that Pcgf1 plays an unexpected role in transcriptional activation, in contrast to the repressive role of canonical PRC1. Mechanistically, this process is initiated by Pcgf1-mediated noncanonical PRC1.1 complex assembly.

## Results

### Pcgf1 knockout ES cell line is established by CRISPR/Cas9 technology

Although it has been reported that PRC1.1 complex is mainly responsible for the H2AK119ub modification in HeLa cells^22^ and NT2 cells^23^, the physiological function of this complex is still not well understood. Recently, study from Barbara Dupret group showed that Pcgf1, the core component of PRC1.1 complex is involved in cell proliferation during early embryogenesis by generating Pcgf1^−/−^ zebra fish^24^. To investigate the role of Pcgf1 in the maintenance and differentiation of mouse ES cells, we established the Pcgf1 knockout ES cell line utilizing the CRISPR/Cas9 genomic editing tool^25^. 

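In GENCODE vM21, the annotation of the mm10 build used here, Pcgf1 (ENSMUSG00000069678) lies on the plus strand of chromosome 6 from 83077869 to 83080855. Its main transcript has 9 exons. Exon 2 spans 83078895 to 83079000 (106 bases) and exon 3 spans 83079116 to 83079268 (153 bases), and both are coding over their whole length. Exon 1 ends at 83078478 and exon 4 starts at 83079434, so that intron 1 has 416 bases, intron 2 has 115 bases and intron 3 has 165 bases. The target sequences of the sgRNAs drawn in Fig. 1A are CTGGCCGAGTTGCCAAACGC on the left and GAGTGGCCACCTTATATTTG on the right. Neither sequence, on either strand, occurs in any of the 141767 annotated transcripts, which hold exons only. The genome sequence was not at hand, so the positions of both sequences were not determined.

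**Figure D1:**
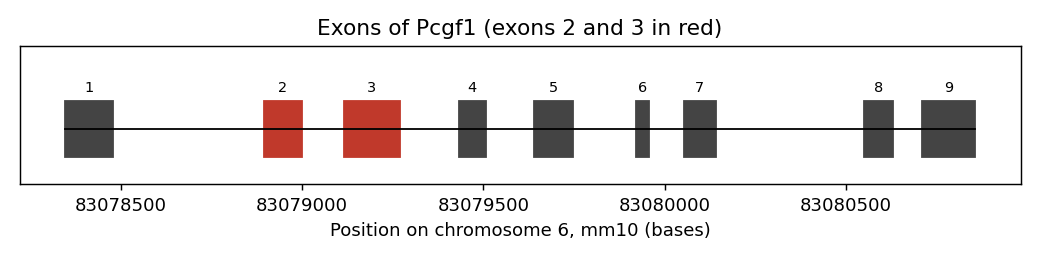
Exons of the main Pcgf1 transcript along chromosome 6 of mm10, with the position in bases on the horizontal axis and the exon number above each box. Exons 2 and 3, drawn in red, lie between 83078895 and 83079268.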

In order to knockout the region encoding RING finger motif and introduce a frame shift, we designed two sgRNAs specifically targeting exon 2 and exon 3 in the mouse *Pcgf1* gene and cloned them into the PX330 vector which encodes the Cas9 nuclease (Fig. 1A). The two sgRNAs-Cas9 encoding vectors were co-transfected into ES cells. Colonies with successful genome editing were selected by puromycin. To further identify the genomic change of targeting *Pcgf1* by CRISPR/Cas9 system, the genomic DNA of cells was extracted and amplified using the designed primer sets flanking the two cleavage sites by PCR reaction (Fig. 1B) and PCR products covering the target site were confirmed through Sanger sequencing (Fig. 1A). Furthermore, truncated transcript of *Pcgf1* was assessed by reverse transcription and polymerase chain reaction (RT-PCR) amplification. Sanger sequencing of the truncated transcript showed the deletion of 259 bp in *Pcgf1* mRNA and also introduction of a frame shift to the truncated coding sequence (Fig. 1C and Figure S1). To verify whether the *Pcgf1* gene was completely knocked out, we examined Pcgf1 protein expression in the positive clones using Western blot analysis with a monoclonal antibody which specifically recognizes an epitope encoded by exon 4–9 (Fig. 1D). Our results clearly indicated that Pcgf1 protein expression was totally ablated in Pcgf1^−/−^ ES cells and truncated proteins were not detected.

### Pcgf1 is dispensable for ES cell self-renewal

One of the main characteristics of ES cells is self-renewal, which is the capacity to propagate indefinitely while retaining the cellular potential of differentiation into multiple cell types^26^. To elucidate the role of Pcgf1 in the maintenance of ES cell self-renewal, wild-type and Pcgf1^−/−^ ES cells were cultured on mitomycin-C inactivated MEF feeder layer. The Pcgf1^−/−^ ES cells displayed the ability to form ES cell colonies. These colonies exhibited morphology similar to those from wild-type ES cells. Furthermore, Pcgf1^−/−^ ES colony size was comparable to wild-type (Fig. 2A). Consistent with this, we found that ES cells loss of Pcgf1 had no difference in the fraction of cells in G1, G2 and S phase compared to wild-type by using flow cytometry analysis (Fig. 2B). To check pluripotency status, we performed alkaline phosphatase (AP) assay with wild-type and Pcgf1^−/−^ cell colonies on MEF feeder cell layer. Pcgf1^−/−^ ES cells showed high AP activity (Fig. 2C). In agreement with these observations, overall expression levels of ES cell core pluripotency factors (Oct4, Nanog and Sox2) were not significantly altered upon knockout of Pcgf1 (Fig. 2D). Taken together, these results indicated that Pcgf1 was dispensable for self-renewal of mouse ES cells. Western blot analysis also showed the protein levels of other components of PRC1.1 (Ring1B and Rybp), PRC2 member Suz12 as well as other PCGF family member (Pcgf5) were not changed in Pcgf1^−/−^ ES cells (Fig. 2D). Interestingly, Western blot also showed that the expression level of BcoR protein was reduced in Pcgf1^−/−^ ES cells, suggesting that Pcgf1 regulated the stability of BcoR protein (Fig. 2D). This is in agreement with those obtained by other authors who reported that knockdown of Pcgf1 resulted in reduced levels of the BcoR in NT2 cells^23^.

### Pcgf1 is required for ES cell differentiation

Majority of PcG components has been identified as necessary for proper ES cell differentiation^27^. We next examined the differentiation properties of Pcgf1^−/−^ ES cells. We first generated embryoid bodies (EBs) in hanging drops at the first three days and subsequently maintained them in rotating conditions in the absence of LIF (Fig. 3A), and examined EBs morphology by microscopy. EBs mimic, to some extent, early embryonic development and are often utilized as an *in vitro* differentiation assay to test ES cell pluripotency^28^. Our results showed that null ES cells retained the ability to differentiate into EBs. From days 3–12, Pcgf1^−/−^ EBs were macroscopically very similar to wild-type EBs; however, these mutant EBs were smaller than their wild-type counterparts. We randomly chose 20 EBs at 3, 7 or 12-day culture and scored their relative diameters microscopically (Fig. 3B). Our data indicated that Pcgf1^−/−^ ES cells formed EBs with an average size half that of the wild-type. These proliferation defects in the Pcgf1^−/−^ EBs suggested a delayed differentiation of Pcgf1 deficient ES cells. Of note, lentiviral expression of FLAG-tagged Pcgf1 in Pcgf1^−/−^ entirely rescued normal EB size (Fig. 3B). RT-qPCR analysis of 12-day EBs demonstrated that the expression of ES cell marker genes Oct4 and Nanog were dramatically decreased during the process of wild-type EB differentiation (Fig. 3C). Consistent with their aberrant EB formation, however, the Pcgf1^−/−^ EBs maintained high levels of Oct4 and Nanog mRNA over the 12 days of culture, displayed severe misregulation of the differentiation marker genes in comparison to the wild-type. Although all lineage genes were upregulated after EB induction, the mesoderm- and ectoderm-specific genes (Flk1, Brachyury, Fgf5 and Nestin) were markedly downregulated in EBs derived from Pcgf1 knockout ES cells (Fig. 3C). 

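Flk1 is listed in the RNA-seq files under its gene symbol Kdr (ENSMUSG00000062960, chromosome 5 of mm10, 75932827 to 75978458, minus strand) and encodes a receptor for vascular endothelial growth factor. In undifferentiated ES cells its FPKM was 2.131 in WT, 0.1979 in Pcgf1−/− and 1.3309 in Pcgf1−/−+Pcgf1 (no replicates). After addition of a pseudocount of 0.1 FPKM, the log2 ratio of Pcgf1−/− to WT was -2.90, and that of Pcgf1−/−+Pcgf1 to Pcgf1−/− was 2.26. The first ratio moved most with a pseudocount of 1 FPKM, to -1.39. With 1 sample per condition, the change has no replicate check. The RNA-seq files hold no samples of embryoid bodies, so the time course was not analysed here. The paper measured Flk1 by RT-qPCR in independent biological repeats, in undifferentiated cells and during embryoid body culture. From the lower Flk1 level without Pcgf1, the paper concludes that Pcgf1 activates this gene. It also reports binding of FLAG-tagged Pcgf1 at the Flk1 promoter by ChIP-qPCR.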

In particular, we detected significant decreased Flk1 expression in undifferentiated Pcgf1^−/−^ ES cells and during EB culture, indicating that Pcgf1 activates Flk1 gene expression which is consistent with our RNA-seq analysis (Supplementary Table 2). Interestingly, the endoderm differentiation might not completely be disturbed in the absence of Pcgf1 because Gata4 was almost normally induced in EBs derived from knockout ES cells (Fig. 3C). It has been reported that Ring1B represses the expression of Gata4 via direct binding to its promoter regions^29^. Moreover, the data in this manuscript demonstrated that Pcgf1 is required for the ordered chromatin recruitment of Ring1B (see the proposed model below). Therefore, we propose that Pcgf1 displays specificity toward endoderm formation through modulating Ring1B activity. Notably, trophectoderm marker Eomes was also reduced in knockout ES-derived EBs (Fig. 3C). Remarkably, lentiviral expression of FLAG-tagged Pcgf1 was able to restore the pattern of expression of differentiation markers to levels similar to those in control cells. Collectively, these data suggest that Pcgf1 deletion impairs ES cell differentiation *in vitro*, likely by preserving expression of high levels of Oct4 and Nanog, which in turn perturb the differentiation process.

### Pcgf1 works as a transcription activator

To understand the underlying mechanism by which Pcgf1 affects ES cell differentiation, it is critical to characterize Pcgf1 regulated transcripts. 

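The RNA-seq experiment comprised 1 sample of wild-type (WT) ES cells, 1 of Pcgf1−/− ES cells and 1 of Pcgf1−/− ES cells infected with a lentivirus for FLAG-tagged Pcgf1 (Pcgf1−/−+Pcgf1), so no difference between conditions has a replicate check. The paper's methods describe alignment to mm10 with TopHat, expression as RPKM and a comparison with DEGseq. The files analysed here hold no counts. The authors deposited a list of transcript events for each sample, in which each first exon, last exon, skipped exon or retained intron of a locus carries the FPKM of the transcripts that contain it. The lists have 156133 rows for WT, 155552 for Pcgf1−/− and 156379 for Pcgf1−/−+Pcgf1. For each gene the FPKM of its first exons and of its last exons were summed, and the larger sum was taken as the value of the gene. Loci with several gene names were left out, as were names that had been turned into dates. This gave 25350 genes, of which 12907 had a value above 0 in WT, 12469 in Pcgf1−/− and 13255 in Pcgf1−/−+Pcgf1. Ratios were taken after a pseudocount of 0.1 FPKM was added, and genes with a ratio above 2-fold were called changed without a test. A planned exact test on counts was replaced in this way because the files hold FPKM. The pseudocount was chosen after the files and the results under several pseudocounts had been seen. A fold change on this scale understates the change of genes with low FPKM.
The depth of each library is unknown, because the files hold neither counts nor totals, but the low FPKM values pile up in steps. For genes with a single annotated transcript longer than 2000 bases, the first step of FPKM times length in kilobases had a median of 0.0517 in WT, 0.0476 in Pcgf1−/− and 0.0498 in Pcgf1−/−+Pcgf1. If the first step is taken as 1 fragment, a fragment was worth about the same FPKM in the 3 samples. Among 552 low genes, ratios of Pcgf1−/− to WT were counted in fixed windows around those of 1 and 2 fragments. The window for 1 fragment against 1 held 115 genes (median 0.943). That for 1 against 2 held 79 genes (median 0.475), and that for 2 against 1 held 47 genes (median 1.91). Ratios outside the windows were not compared, so these counts do not show that the ratios pile up there. A gene near the steps of low FPKM therefore passes the 2-fold limit on a difference of a few fragments.

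**Figure D2:**
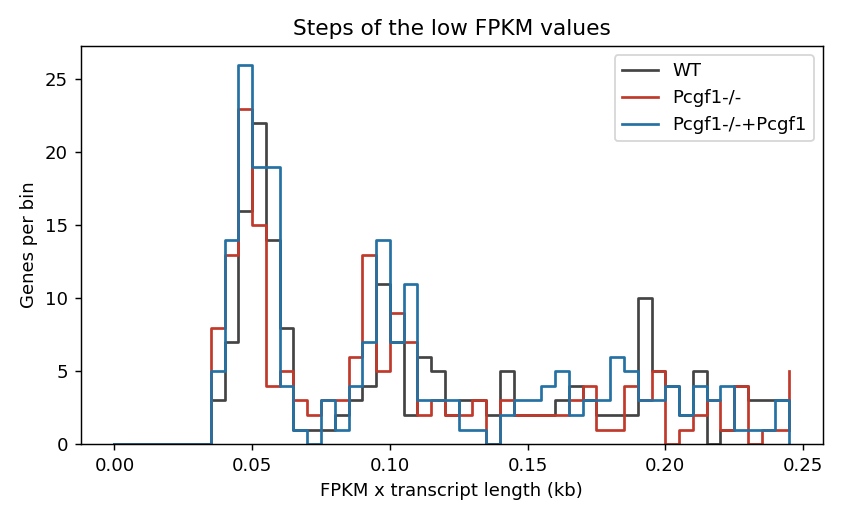
Number of genes per bin of 0.005 (vertical axis) against FPKM multiplied by transcript length in kb (horizontal axis) for the WT, Pcgf1−/− and Pcgf1−/−+Pcgf1 samples. The first peak of each sample lies near its step of 0.0517, 0.0476 or 0.0498, and a second peak lies near the value for 2 fragments.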

To this end, we performed RNA-seq analysis on Pcgf1^−/−^and wild-type ES cells. 

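Of the 25350 genes in the gene table, 1810 differed more than 2-fold between Pcgf1−/− and WT ES cells in the files (FPKM with a pseudocount of 0.1, 1 sample each, no test). Of these, 1263 were decreased and 547 were increased in Pcgf1−/−. Many changed genes had low values. Of the 1263 decreased genes, 686 had an FPKM below 1 in WT and 395 had an FPKM of 0 in Pcgf1−/−, and a gene can be in both groups. An FPKM of 0 in Pcgf1−/− but not in WT was found for 955 genes, and the reverse for 517 genes. Among the 5875 genes above 5 FPKM in every sample, the median log2 ratio of Pcgf1−/− to WT was -0.0651. The number of changed genes moved most, to 329, when only genes with an FPKM of at least 5 in WT or Pcgf1−/− were kept, and it was 3267 with a pseudocount of 0.01 FPKM. Both settings were chosen after the files had been seen.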

RNA-seq analysis identified 2331 genes with >2-fold altered expression levels in Pcgf1^−/−^ compared to wild-type ES cells (Fig. 4A, Supplementary Table 2). Importantly, re-expression of Pcgf1-FLAG was accompanied by 82% of these genes altered >2-fold in the opposite direction (Pcgf1-FLAG infected cells compared with Pcgf1^−/−^). 

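In the files, 1489 of the 1810 changed genes (82.3%, Wilson 95% interval 80.4% to 83.96%) lay on the opposite side in Pcgf1−/−+Pcgf1, that is, their ratio of Pcgf1−/−+Pcgf1 to Pcgf1−/− pointed against their ratio of Pcgf1−/− to WT. A move of more than 2-fold in the opposite direction was found for 909 genes (50.2%, Wilson 95% interval 47.9% to 52.5%). The intervals treat genes as independent, which they are not, and there is 1 sample per condition. Both ratios use the same Pcgf1−/− sample, and chance extremes in it move back in any other sample. In 100 simulated experiments without any difference between conditions, a median of 84.7% of the changed genes moved in the opposite direction. The share of 82.3% therefore cannot be told apart from this sharing and is no separate evidence of a rescue. Decreased genes moved back in 1051 of 1263 cases (83.2%) and increased genes in 438 of 547 cases (80.1%). With a pseudocount of 0.01 FPKM, the share that moved in the opposite direction was 75.1% and the share that moved more than 2-fold was 55.3%.

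**Figure D3:**
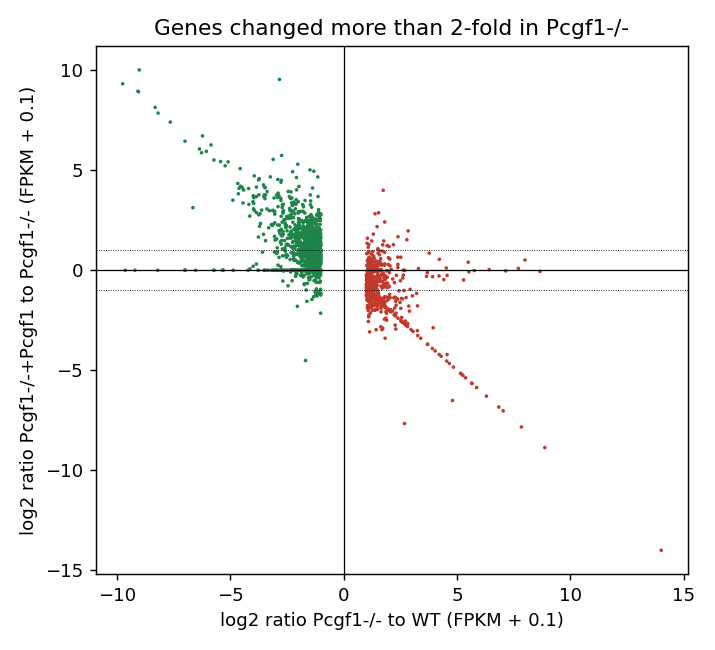
Log2 ratio of Pcgf1−/−+Pcgf1 to Pcgf1−/− (vertical axis) against the log2 ratio of Pcgf1−/− to WT (horizontal axis), one point for each of the 1810 changed genes, with decreased genes in green and increased genes in red. Dotted lines mark a 2-fold change in Pcgf1−/−+Pcgf1, and 909 genes lie beyond them on the opposite side.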

Together, these criteria revealed a set of 1929 Pcgf1 target genes. 

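Genes that changed more than 2-fold in Pcgf1−/− and moved in the opposite direction in Pcgf1−/−+Pcgf1, without a limit on the second change, numbered 1489 in the files. This definition follows Supplementary Table 2, where all 1364 rows that could be read have ratios in opposite directions. A change of more than 2-fold in both comparisons left 909 genes. Among the genes of that table with a value above 0 in both samples here, 847 could be compared, and the log2 ratios of Pcgf1−/− to WT had a Pearson correlation of 0.908 across genes, which are not independent replicates. The sign was the same for 97.6% of them. The number of target genes ranged from 2453 with a pseudocount of 0.01 FPKM to 285 among genes with an FPKM of at least 5.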

1491 (77%) genes were downregulated in the absence of Pcgf1 while only 438 genes (23%) were upregulated (Fig. 4B). 

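Among the 1489 target genes found in the files, 1051 (70.6%, Wilson 95% interval 68.2% to 72.8%) were decreased in Pcgf1−/− and 438 were increased. The decreased share differed from 50% (exact binomial test over genes, p = 2.7e-58), a test that treats genes as independent and does not cover the spread between cultures, since each condition had 1 sample. After median-of-ratios scaling of the samples the decreased share was 63.9%, and it was 57.2% among target genes with an FPKM of at least 5 in WT or Pcgf1−/−.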

Expression of some of the transcripts identified as downregulated by RNA-seq analysis was evaluated independently by RT-quantitative PCR (RT-qPCR) (see figure below). The RNA-seq data have been deposited at the Gene Expression Omnibus under accession number GSE95383. 

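The excess of decreased over increased genes in Pcgf1−/− was present at low and high expression, with different size. Among genes whose larger FPKM in WT and Pcgf1−/− was below 0.5, 463 were decreased and 196 were increased more than 2-fold (70.3% decreased, Wilson 95% interval 66.7% to 73.6%). Between 0.5 and 1 FPKM, 223 were decreased and 70 increased (76.1%, 70.9% to 80.6%). Between 1 and 5 FPKM, the numbers were 383 and 146 (72.4%, 68.4% to 76.0%). At 5 FPKM and above, 194 were decreased and 135 increased (59.0%, 53.6% to 64.1%). Over all changed genes the decreased share was 69.8%, and median-of-ratios scaling of the samples lowered it to 63.4%. From the excess of genes that lost expression without Pcgf1, the paper concludes that Pcgf1 mostly acts as an activator.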

Thus, Pcgf1 generally functioned as a transcriptional activator in ES cells. Next, we used gene ontology (GO) analysis to identify the functions of the significantly downregulated genes. These genes were enriched in many functional categories which conformed to the differentiation phenotype we observed, like the development of mesoderm (muscle contraction, blood circulation) and ectoderm (regulation of neurotransmitter levels and synaptic signaling) (Fig. 4C). Figure 4D showed 36 genes downregulated with >24-fold decrease. 

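In the gene table, 35 genes were decreased more than 24-fold in Pcgf1−/− with a pseudocount of 0.1 FPKM, and 34 of them had an FPKM of 0 in Pcgf1−/−. The number was 219 with a pseudocount of 0.01 FPKM. Of the 35 genes, 24 had an FPKM above 5 in one sample and exactly 0 in another. Whether such zeros are losses or loci given no value could not be determined. Without genes of this kind, 11 were decreased more than 24-fold, so the closeness of 35 to the paper's number is no reproduction of it. Of the 36 genes drawn in Fig. 4D, 26 could be measured, 7 had an FPKM of 0 in all 3 samples, 2 lay in loci with several gene names and 1 was absent from the files. Of the 26 measured genes, 25 were decreased more than 2-fold in Pcgf1−/−, and 2 of them passed 24-fold after the pseudocount. Their FPKM in WT had a median of 0.527 and lay below 1 for 21 genes, and 22 genes had an FPKM of 0 in Pcgf1−/−. In Pcgf1−/−+Pcgf1, 25 of the 26 were higher than in Pcgf1−/−, and 21 were more than 2-fold higher. Genes at 0 in Pcgf1−/− cannot fall further, and the figure draws the most decreased genes. The rise was therefore largely fixed in advance and is no separate evidence of a rescue. The genes past 24-fold were CAAA01147332.1, with an FPKM of 51.6 in WT, 0 in Pcgf1−/− and 104.0 in Pcgf1−/−+Pcgf1, and the processed transcript ENSMUSG00000102224 (chromosome 9 of mm10, 108133718 to 108138567), with 9.92, 0 and 0.776. The 9.92 of ENSMUSG00000102224 came from its last exons, and its first exons summed to 1.2317 in WT. With first exons only, its log2 ratio of Pcgf1−/− to WT was -3.74, short of 24-fold. For the 21 genes below 1 FPKM in WT, a ratio rests on few fragments and cannot pass 24-fold with a pseudocount of 0.1. The values of the 2 genes past 24-fold are not low in WT. Where Pcgf1−/− has a value of 0, the size of the ratio depends on how this 0 is treated.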

As expected, these genes were mainly associated with mesoderm and ectoderm differentiation or related to pathways essential for these two germ layer differentiation (e.g. Pla2g4f, Col6a5, Col1a2, Rnls and Chrnd for mesoderm; Pclo, Ryr3, Pde6b, Calb2, Atp2b2 and Kcnj2 for ectoderm). 

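Of the mesoderm genes named here, 4 of 5 could be measured in the files and 3 were decreased more than 2-fold in Pcgf1−/−. Col1a2 (ENSMUSG00000029661, chromosome 6 of mm10, 4504814 to 4541544) had an FPKM of 0.6347 in WT, 0.0213 in Pcgf1−/− and 0.1479 in Pcgf1−/−+Pcgf1. Col1a2 is also a fibroblast marker, and the paper's ES cells were grown on feeder fibroblasts. Of the 23 measured fibroblast markers, Col1a2 among them, 7 fell more than 2-fold in Pcgf1−/− and 0 rose more than 2-fold. Fewer feeder fibroblasts in the Pcgf1−/− sample were not excluded as the reason for its fall. Chrnd had 0.3675 in WT and 0 in Pcgf1−/−, and Pla2g4f had 0.2406 and 0. Col6a5 had 0.0999 in WT and 0 in Pcgf1−/−, a log2 ratio of -0.999 with the pseudocount of 0.1, which does not pass 2-fold. Rnls lay in a locus with several gene names and was not measured. Of the ectoderm genes, 5 of 6 could be measured and all 5 were decreased more than 2-fold. Calb2 (ENSMUSG00000003657, chromosome 8, 110137502 to 110168210) had an FPKM of 0.5788 in WT, 0 in Pcgf1−/− and 2.0182 in Pcgf1−/−+Pcgf1. Pclo had 0.5622, 0.0175 and 0.3613, from its first exons, and its log2 ratio of Pcgf1−/− to WT turned from -2.49 to 0.233 when only last exons were summed. Atp2b2, Pde6b and Kcnj2 had between 0.1765 and 0.2489 in WT and 0 in Pcgf1−/−. Ryr3 had an FPKM of 0 in all 3 samples. With a pseudocount of 1 FPKM the log2 ratio of Calb2 went from -2.76 to -0.659 and that of Col1a2 from -2.60 to -0.679. Each value comes from 1 sample. The paper takes the functions of these genes as evidence for a link to mesoderm and ectoderm differentiation.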

Thus, Pcgf1 acts predominantly as a transcriptional activator which regulates mesoderm and ectoderm differentiation in ES cells.

### Pcgf1 is essential for the recruitment of PRC1.1

Previous studies demonstrated that Pcgf1 associates with Kdm2b, Rybp, Ring1A/B and BcoR in MEL^30^, HeLa S3 and HEK293 cells^17^ and together they form a noncanonical PRC1 complex in human HEK293T cells^14^, referred to as PRC1.1. To determine that Pcgf1 can indeed associate with PRC1 in ES cells, we performed immunoprecipitation using protein extracts derived from Pcgf1^−/−^ ES cells rescued with Flag-tagged-Pcgf1. We found that Flag-Pcgf1 co-immunoprecipitated with Ring1B, BcoR and Rybp, but not Suz12 (Fig. 5A). This result suggested that Pcgf1 can form a variant PRC1 complex (PRC1.1) in ES cells which consists of Ring1B, BcoR and Rybp, which is consistent with previous findings^14^,^17^,^23^,^30^. Previous study showed Pcgf1 interacts with H2A and enhances H2A ubiquitination *in vivo* and *in vitro*^22^. However, we found global H2AK119ub1 and K3K27me3 levels were unchanged in Pcgf1^−/−^ ES cells compared to wild-type cells. This indicated that the biological functions of Pcgf1 may not depend on the global H2AK119ub1 (Fig. 5B). 

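Of the 6 selected genes, 5 could be measured in the RNA-seq files. Klf4 (ENSMUSG00000003032, chromosome 4 of mm10, 55527143 to 55532466) had an FPKM of 2.6248 in WT, 1.1888 in Pcgf1−/− and 8.0727 in Pcgf1−/−+Pcgf1. Hes2 (ENSMUSG00000028940, chromosome 4, 152158867 to 152162469) had 2.0406, 0.3446 and 0.8706. Hhip (ENSMUSG00000064325, chromosome 8, 79965851 to 80058006) had 0.4434, 0.0105 and 0.2558 from its last exons, and its first exons summed to 0.1857 in WT. Nptx1 (ENSMUSG00000025582, chromosome 11, 119538719 to 119547753) had 0.7889, 0.3823 and 0.4461. Flk1, listed as Kdr, had 2.131, 0.1979 and 1.3309. Neurod1 lay in a locus with several gene names and was not measured. All 5 genes were lower in Pcgf1−/− than in WT and higher again in Pcgf1−/−+Pcgf1 (no replicates). The paper chose them from the target genes of the same RNA-seq, which had been defined by this pattern. The pattern was therefore largely fixed in advance and is no separate evidence of a rescue.

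**Figure D4:**
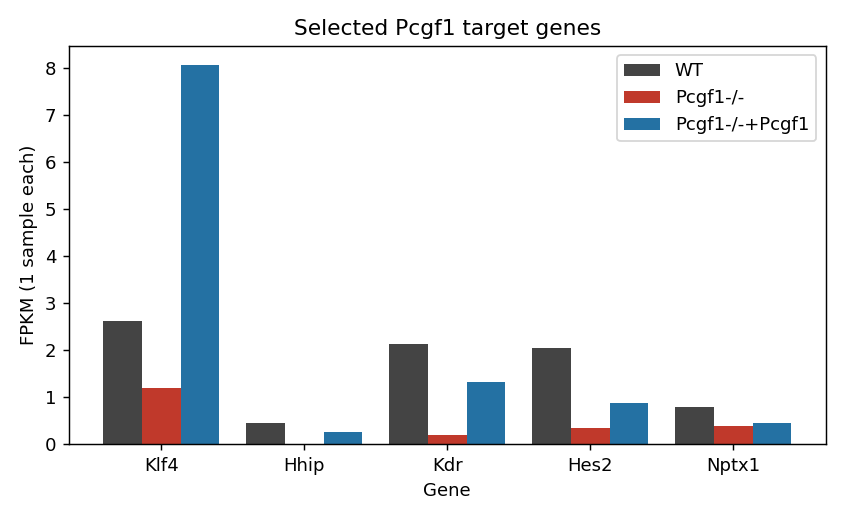
FPKM (vertical axis) of Klf4, Hhip, Kdr, Hes2 and Nptx1 in WT, Pcgf1−/− and Pcgf1−/−+Pcgf1, one bar per sample and no error bars since each condition had 1 sample. Klf4 reached 8.07 in Pcgf1−/−+Pcgf1, above its 2.62 in WT.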

To explore the local impact of Pcgf1 on chromatin modifications at transcriptional start sites, we selected a group of Pcgf1 target genes (Klf4, Hhip, Flk1, Neurod1, Hes2 and Nptx1) from RNA-seq analysis. In particular, Klf4 is one of four transcription factors in induced pluripotent stem cells (iPS) induction^31^; Flk1 is the earliest known marker of the mesoderm^32^. Hhip^33^, Neurod1^34^, Hes2^35^ and Nptx1^36^ are mainly implicated in controlling ectoderm differentiation or related to pathways essential for ectodermal fate specification. RT-qPCR analysis showed that the expression level of these six transcripts were significantly reduced in Pcgf1^−/−^ ES cells, which was consistent with RNA-seq analysis (Fig. 5C). 

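In the RNA-seq files, the log2 ratio of Pcgf1−/− to WT (pseudocount 0.1 FPKM, 1 sample each) was -1.08 for Klf4, -2.30 for Hhip, -2.90 for Kdr (Flk1), -2.27 for Hes2 and -0.882 for Nptx1. Nptx1 thus stayed within 2-fold, though it passed this limit without a pseudocount, at -1.05, and with 0.01 FPKM, at -1.03. Klf4 fell short of 2-fold after median-of-ratios scaling, at -0.975, and with a pseudocount of 1 FPKM, at -0.728. The largest move was that of Hhip, to -5.40 without a pseudocount. With a pseudocount of 1 FPKM, Hhip stayed within 2-fold, at -0.514, and with first exons only Hhip had -1.37. Neurod1 was not measured, since it shares a locus with another gene in the files. The control gene Hprt had an FPKM of 128.1 in WT and 111.0 in Pcgf1−/−, a log2 ratio of -0.206. Actb, the reference gene of the RT-qPCR, had a log2 ratio of -0.194. The RT-qPCR measurements themselves were not in the files analysed here.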

ChIP-qPCR analysis using Flag antibody in the Pcgf1^−/−^ ES cells rescued with Flag-tagged-Pcgf1 and parental control cells confirmed the specific binding of Pcgf1 at the promoters of these identified targets genes (Fig. 5D). This suggested Pcgf1 regulates its targeting genes by direct binding.

ChIP-qPCR with antibodies directed against each PRC1.1 component (BcoR, Ring1B and Rybp) and PRC2 core subunit Suz12 was performed on these targets. Additionally, ChIP-qPCR was done on the Pcgf1^−/−^ ES cells to determine the effect of Pcgf1 deletion on PRC1.1 and PRC2 occupancy at specific target promoters. PRC1.1 component (BcoR, Ring1B and Rybp) and PRC2 subunit Suz12, as well as their associated H2AK119ub1 and H3K27me3, were enriched at these 6 targets. The enrichment of BcoR, Ring1B and Suz12 were greatly reduced in Pcgf1^−/−^ ES cells. In contrast, deletion of Pcgf1 did not alter the binding of Rybp (Fig. 5E). Notably, the reduction of BcoR occupancy might partially due to the instability of this protein in Pcgf1^−/−^ ES cells as mentioned before. Finally, despite our observation that global H2AK119ub1 and H3K27me3 was not affected by loss of Pcgf1, we observed that enrichment of these two histone modifications were reduced by 3 to 17-fold in the Pcgf1^−/−^ ES cells at these specific targets of Pcgf1. These results are consistent with recent findings that PRC1-dependent H2AK119ub1 is a recruitment cue for PRC2 and H3K27me3^18^,^37^,^38^. Collectively, our results demonstrated that Pcgf1 has a key role in regulating Ring1B recruitment to its target genes in ES cells.

## Discussion

The PRC1 family can be divided into at least six groups, referred to as PRC1.1–1.6, based on the identity of the Pcgf subunit^14^. However, the biological function of each group is still unclear. In this study, we were focused on the Pcgf1 which is a core component of PRC1.1 complex. We generated Pcgf1 gene deficient ES cells by CRISPR-Cas9. We found that Pcgf1 is not essential for the self-renewal of ES cells (Fig. 2). However, Pcgf1 can promote the development of mesoderm and ectoderm during differentiation process *in vitro* (Fig. 3C). Notably, loss of Pcgf1 results in reduced levels of the BcoR protein. Interestingly, it has been reported that BcoR plays a role in the differentiation of ES cells into mesoderm and ectoderm^39^.

Genetic evidence indicate that the role of PRC1 function as a transcriptional repressor through epigenetic mechanisms^6^,^13^. Nonetheless, multiple lines of evidence exist to support a role for PcG in transcriptional activation^40^,^41^. Recently, it has been reported that many unmethylated CpG islands that are targeted by Kdm2b, one component of PRC1.1, are found at the promoters of actively transcribed genes, hinting that this complex could act as transcriptional activators to promote differentiation by targeting early lineage-specific genes in ES cells. Our RNA-seq analysis showed that 1491 target genes were downregulated in Pcgf1^−/−^ ES cells compared to wild-type ES cells, whereas only 438 target genes were upregulated in all 1929 target genes with >2-fold altered expression levels in Pcgf1^−/−^. Therefore, Pcgf1 primarily works as a transcription activator in ES cells (Fig. 4). However, our observations are contradictory to previously published data demonstrating that Pcgf1 represses transcription when fused to the GAL4 DBD in COS-7 cells^42^. Therefore, Pcgf1 might impact transcriptional activity in a cell type-dependent manner. Additionally, Zhonghua Gao *et al*. recently reported that another noncanonical PRC1 complex, PRC1.5, can activate transcription through recruiting CK2 and co-activator P300 by one of its core component, Auts2^40^,^41^. In the future study, we will further explore which component in PRC1.1 complex can recruit transcriptional co-activator to render this complex capable of transcription stimulation.

Recent observation showed that H2AK119ub1 is essential for PRC1 mediated gene repression^19^. Previously, Pcgf1 has been shown to enhance H2AK119ub1 and knock down of Pcgf1 by siRNAs reduces H2A ubiquitinylation level in HeLa cells^22^. In contrast, our study showed that the global level of H2AK119ubl is unchanged in Pcgf1^−/−^ ES cells (Fig. 5B), which is consistent with a recent study in zebra fish^24^. Therefore, the global level of H2AK119ub1 is probably mediated by other component of PRC1.1. Notably, the unchanged levels of H2AK119ub1 in Pcgf1^−/−^ might also be due to a result of redundant and compensatory mechanisms that have evolved to maintain global H2AK119ub1 levels. Experiments examining the effects of combinational deletion mutants of Pcgfs may further clarify the specific roles that different version of PRC1 play in the maintenance of H2AK119ub1 levels. Indeed, knockdown of Kdm2b results in an approximately 40% global reduction of H2AK119ub1^19^. Furthermore, we found that deletion of Pcgf1 resulted in the reduction of Ring1B and its associated histone mark H2AK119ub1 at Pcgf1 target genes. This result is similar to those observed for Pcgf6^−/−^ ES cells, suggesting a common molecular mechanism controlling Polycomb recruitment by Pcgf family in ES cells^43^. Of note, the occupancy of BcoR (another component of PRC1.1) at these targets is also decreased. The reduction of BcoR enrichment in Pcgf1^−/−^ ES cells is probably partially due to the destabilization of its protein level (Fig. 2D). Therefore, Pcgf1 is required for the recruitment of Ring1B and/or BcoR to its target genes (Fig. 5E). Interestingly, the occupancy of PRC2 component Suz12 and its chromatin modification H3K27me3 on Pcgf1 targets are also reduced in Pcgf1^−/−^ ES cells. This is consistent with recent studies which suggest that PRC1-dependent H2AK119ub1 acts as cue for the downstream H3K27me3 deposition by PRC2 complex^18^,^37^,^38^. As mentioned before, Pcgf1 works as a transcription activator in ES cells. The co-localization of Pcgf1 and H2AK119ub1 on Pcgf1 targets suggests that Pcgf1-mediating gene expression in ES cells might be H2AK119ub1-independent.

Although the Pcgf1-deleted ES cells do not show detectable proliferation defects and form EBs with an efficiency similar to that of wild-type cells, mutant cells exhibit severe defects in differentiation *in vitro*. These phenotypes are very similar to the ones recently reported for Kdm2b knockdown ES cells^20^,^44^, suggesting there could be overlapping functions among the PRC1.1 complexes. The failure of Pcgf1^−/−^ ES cells to undergo proper differentiation is consistent with the inability to fully inactivate core pluripotency genes (Oct4 and Nanog) and the absence of transcriptional activation of lineage marker genes during differentiation in the same cells. Accordingly, our results indicate that Pcgf1 and Kdm2b share common biological functions. Moreover, Kdm2b knockdown in ES cells also demonstrates a critical function of Kdm2b in recruiting PRC1 to CpG Islands of developmental regulators^19^,^21^. Future study need to address how Pcgf1 and Kdm2b cooperatively contribute to the PRC1.1 chromatin recruitment and establishment of a specialized chromatin state. Based on these findings, we propose a model for Pcgf1-mediated PRC1.1 chromatin recruitment. We propose that Pcgf1 can interact with Kdm2b which can recognize unmethylated CpG islands and then recruit other components of PRC1.1 to target genes. H2AK119ub1 deposited by this complex, in turn, recruits PRC2 (Fig. 6).

We observed *in vitro* that ES cells deficient in Pcgf1 display severe defects in ectoderm and mesoderm differentiation. Additionally, Pcgf1 has been involved in the proliferation and differentiation of tumor cells^45^. Further studies using Pcgf1 conditional mice will shed light about the *in vivo* contributions of Pcgf1 during early development, homeostasis of the tissue and tumorigenesis.

## Methods

### ES cell culture

ES cells were co-cultured with mitomycin-inactivated murine embryonic fibroblasts (MEFs) on gelatinized tissue culture plates in DMEM (Gibico) supplemented with 15% fetal calf serum (Gibico), non-essential amino acids (Gibico), leukemia inhibitory factor (LIF), penicillin/streptomycin (Sunshine Biotechnology), L-glutamine (Sunshine Biotechnology) and 0.1 mM β-mercaptoethanol (sigma) as described^46^ at 37 °C with 5% CO_2_.

### Generation of Pcgf1^−/−^ ES cells

Pcgf1^−/−^ ES cells were generated by Cas9 technology as described^25^. Briefly, we designed two sgRNAs by using online tool (http://crispr.mit.edu/). SgRNAs were cloned into the pX330-U6-Chimeric-BB-CBh-hSpCas9 (pX330; Addgene plasmid ID 42230) vector. The sgRNA expression constructs were verified by sequencing. SgRNA-Cas9 vectors were co-transfected with a plasmid encoding puromycin (Puro) resistance into ES cells. After 24 hours, ES cells were treated with puromycin for 48 hours and then seeded on MEF feeder to form single colony. The Pcgf1^−/−^ ES cell colonies were identified via DNA-PCR, RT-PCR and Western blot.

### Generation of Pcgf1 expression vector and establishment of a stable Pcgf1^−/−^ rescued (Pcgf1^−/−+Pcgf1^) ES cell line

The Pcgf1 full-length cDNA (NM_197992) was modified by adding N-terminal Flag-tag (DYKDDDDK) sequence into the foward PCR-primer, followed by cloning into pBluescript KS (-). The complete coding sequence was verified by sequencing. The correct inserts were cloned into lentiviral vector^46^. Lentiviral supernatants were produced as described^46^. Briefly, lentivirus was packaged in 293T cells and concentrated lentiviral supernatant was used to infect Pcgf1^−/−^ ES cells with polybrene (Sigma, final concentration of 8 μg/ml). Puromycin was used to screen positive Pcgf1^−/−^ rescued ES cell line and the FLAG-tagged Pcgf1 expression levels were examined by Western Blot. The primers used for PCR are shown in Supplementary Table 1.

### Alkaline phosphatase (AP) staining

ES cell cultures were fixed with 4% PFA (Solarbio) and stained for alkaline phosphatase activity using an Alkaline Phosphatase Stain Kit (Yeasen) according to the manufacturer’s instructions.

### Cell cycle analysis (Flow cytometry)

ES cells were trypsinized, washed three times with PBS, fixed in ice-cold 75% ethanol (drop-wise, while vortexing) for 30 minutes, and stored at −20 °C for at least 4 hours. Subsequently, cells were washed twice with PBS, harvested and incubated for 30 min at 37 °C with RNase A (100 μg/ml, Vazyme, A411-01/02), and stained with the propidium iodine (20 μg /ml) protected from light for 60 min at 37 °C followed by analysis on a FACS LSRFortessa (BD Biosciences) as described^46^.

### Embryoid body (EB) formation and analysis

ES cells were trypsinized and resuspended in medium without LIF^46^. 30 μL (500–1000 cells/drops) was pipetted onto the Petri-dish plate lid, and 10 mL of PBS were placed on a plate to prevent the drops from desiccation. EBs were grown in hanging drops and were cultured for 3 days (37 °C, 5% CO_2_). Three days later, EBs were harvested and cultured on a rotating shaker (37 °C, 5% CO_2_). Fresh medium was replaced every 2 days to avoid medium exhaustion. Total RNA was collected from day 3, 7 and 12 (Trizol, Invitrogen) and analysed by RT-qPCR.

### Global gene expression analysis, RNA preparation and RT-qPCR

Total RNA collected from ES cells and EBs was purified using Trizol (Invitrogen). RNA was reverse transcribed into cDNA with oligodT or random primers using the HiScriptTM 1st Strand cDNA Synthesis Kit (Vazyme Biotech). Quantitative real-time PCR (RT-qPCR) was performed using PowerUp™ SYBR^®^ Green Master Mix (Invitrogen) on a StepOne^TM^ Software v2.3 (Applied Biosystems). The relative expression of genes was analysed based on the 2^−∆∆Ct^ method using the *Actin* gene as a control. The primers used for RT-qPCR are shown in Supplementary Table 1.

### Nuclear extraction, immunoprecipitation, Western blot analysis and histone extraction

ES cells were harvested and lysed in hypotonic lysis buffer (10 mM Tris–Cl pH 8.0, 1 mM KCl, 1.5 mM MgCl_2_ and 0.5 mM β-mercaptoethanol, 10 mg/ml PMSF, Protease Inhibitor Mix (Sigma)). Nuclear Extracts were prepared from nuclei using lysis buffer (20 mM Tris–HCl pH 8.0, 420 mM NaCl, 1.5 mM MgCl_2_, 0.2 mM EDTA, 1% triton-X-100, 25% Glycerol, 0.5 mM β-mercaptoethanol, 10 mg/ml PMSF, Protein inhibitors). Nuclear extracts from the Pcgf1 Flag-tagged ES cells were incubated with M2 agarose beads (A2220, Sigma), in binding buffer (2/3 volume dilution buffer (20 mM Tris–HCl pH 8.0, 0.2 mM EDTA) and 1/3 volume nuclei lysis buffer) overnight at 4 °C. The beads were washed 3 times with washing buffer (20 mM Tris–HCl at pH 8.0, NaCl 450 mM and 0.2 mM EDTA) and subsequently the bound proteins were dissolved in gel loading buffer. Total proteins were separated by SDS-PAGE. The proteins were transferred on polyvinylidene fluoride (PVDF) membrane and the membrane was blocked with 5% (w/v) non-fat milk for one hour at room temperature and then incubated overnight at 4 °C with antibodies against Pcgf1 (sc-515371, Santa Cruz Biotechnology, 1:1,000), Flag (sc-807, Santa Cruz Biotechnology, 1:1,000), BcoR (12107-1-AP, Proteintech, 1:1000), Rybp (sc-374256, Santa Cruz Biotechnology, 1:1,000), Ring1B (09–723, Millipore, 1:1000), Nanog (sc-134218, Santa Cruz Biotechnology, 1:1,000), Oct4 (sc-5297, Santa Cruz Biotechnology, 1:1,000), Sox2 (sc-17320, Santa Cruz Biotechnology, 1:1,000), Pcgf5 (ab201511, Abcam, 1:1000), β-Actin (A01010-1, Abbkine, 1:1000), Suz12 (sc-46264, Santa Cruz Biotechnology, 1:1,000), H2AK119ub1 (#8240, Cell Signaling Technology, 1:1,000), H3K27me3 (#9733, Cell Signaling Technology, 1:1,000), H3 (17168-1-AP, Proteintech, 1:1000). Then, the membrane was incubated with a horseradish peroxidase-conjugated goat anti-mouse lgG-HRP (sc-2005, Santa Cruz Biotechnology, 1:5000), goat anti-rabbit lgG-HRP (sc-2004, Santa Cruz Biotechnology, 1:5000) for 1 h. Chemiluminescence was detected using the ECL blot detection system. Histone Extraction was performed as described^47^.

### RNA-seq

Total RNA was isolated using Trizol reagent (Gibco, 15596–018) according to the manufacturer’s protocol. The preparation of whole RNA-seq libraries and deep sequencing were performed by the Annoroad Gene Technology Corporation (Beijing, PR China). RNA integrity number (RIN) and the concentration were measured using a 2100 RNA Nano 6000 Assay Kit (Agilent Technologies, CA, USA). The mRNA was enriched with Oligo (dT) mRNA magnetic beads. RNA-seq libraries were prepared using 6 bp random primers and libraries were sequenced on the IlluminaHiSeq X-Ten with 150 bp paired-end reads. RNA-seq reads were mapped to the mouse genome (mm10) using TopHat v2.0.12. Reads per Kilobase Millon Mapped Reads (RPKM) were used to quantitatively estimate gene expression values^48^. The final set of the genes were used for differential expression using DEGseq^49^ for the comparison of genes that were upregulated and downregulated in Pcgf1^−/−^ ES cells using the hypergeometric distribution. The RNA-seq data have been deposited at the Gene Expression Omnibus under accession number GSE95383.

### Chromatin Immunoprecipitation Assay (ChIP)

ChIP was performed essentially as described^46^ previously with minor modifications. Briefly, 5 × 10^7^ ES cells were cross-linked with formaldehyde (37%) to a final concentration of 1% for 10 min at room temperature^46^. The reaction was stopped by adding glycine to a final concentration of 0.125 M. Chromatin were sonicated to an average length about 500 bp–1000 bp using a Bioruptor Sonication System (Diagenode). Aliquot of chromatin solution was used as input. ChIP reactions were performed using the following antibodies: BcoR, Rybp, Ring1B, H2AK119ub1, H3K27me3, Suz12 and anti-Flag M2 Affinity GEL. After extensive washes and reverse cross-linking, DNAs were isolated by DNA gel extraction kit (Axygen). ChIP efficiencies were determined by qPCR and the enrichment was calculated as 2^−ΔCt^, where ΔCt = Ct (ChIP) − Ct (Input). The primers used for ChIP-qPCR are shown in Supplementary Table 1.

## Additional Information

**How to cite this article:** Yan, Y. *et al*. Loss of Polycomb Group Protein Pcgf1 Severely Compromises Proper Differentiation of Embryonic Stem Cells. *Sci. Rep.* **7**, 46276; doi: 10.1038/srep46276 (2017).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information

Supplementary Table 2

## Figures and Tables

**Figure 1:**
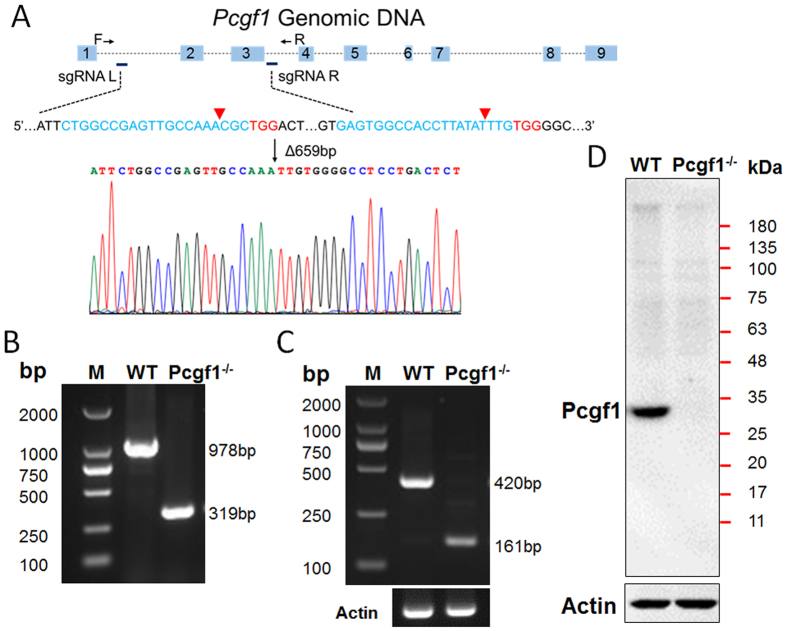
Pcgf1 knockout ES cells are generated by CRSPR/Cas9 technology. (**A**) Schematic diagram of two sgRNAs targeting sites in *Pcgf1*. The sgRNA-targeting sequences were highlighted in blue, and the PAM sequences were labeled in red. PCR products using primers F and R were cloned into plasmid and sequenced. Note that a DNA fragment of 659 bp was deleted. Cas9 mediated a DNA double-stranded breaks ~3 bp upstream of the PAM (red triangle). (**B**) Genotyping analysis of Pcgf1 knockout ES cells (using the F and R primers). (**C**) The *Pcgf1* mRNA level in ES cells was analysed by RT-PCR (M, DNA marker). (**D**) Western blot analysis demonstrated the loss of Pcgf1 protein in ES cells. Pcgf1 was detected as a 30 kDa band in WT extracts but not in extracts from Pcgf1^−/−^ ES cells.

**Figure 2:**
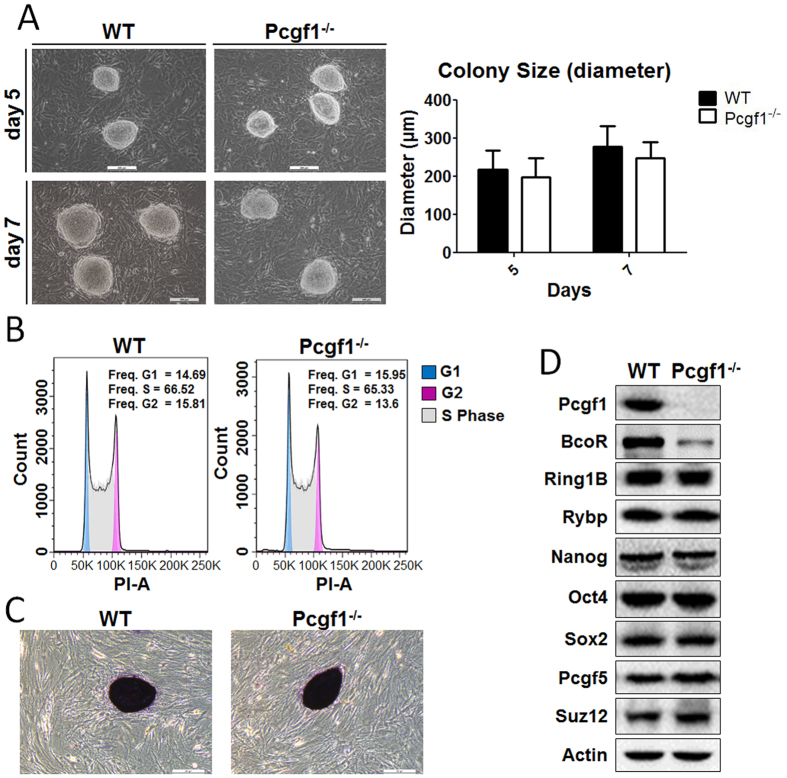
Pcgf1 is dispensable for ES cell self-renewal. (**A**) Representative phase images of WT and Pcgf1^−/−^ ES cell colonies. WT and Pcgf1^−/−^ ES cell colonies were photographed at days 5 and 7 after seeding single-cell suspensions onto MEF-feeder layers. Bar graph showed the mean diameter of 20 random ES cell colonies from three independent experiments. Data are presented as mean ± standard deviation of triplicate experiments. Images were taken at 100× magnification at days 5 and 7. (**B**) Cell cycle distribution of WT and Pcgf1^−/−^ ES cell was analysed by flow cytometry. Top right corner data represented the percentage of cells within the different cell cycle phases. (**C**) The alkaline phosphatase (AP) activity was examined and ES cell colonies were photographed under microscope. Images were taken at 100× magnification at days 7. (**D**) Protein levels were determined by Western blot in WT and Pcgf1^−/−^ ES cells (BcoR, Ring1B and Rybp belong to PRC1.1, Nanog, Oct4, Sox2 are pluripotency markers, Pcgf5 is a component of PRC1.5 and Suz12 is the core subunit of PRC2, Actin was shown as a loading control).

**Figure 3:**
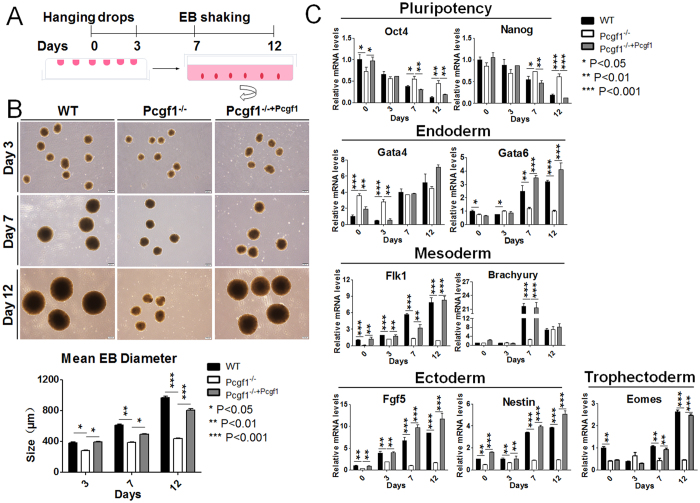
Pcgf1 is essential for ES cell differentiation. (**A**) Schematic representation of Embryoid body (EB) assay. (**B**) Morphological appearance of WT and Pcgf1^−/−^ EBs at days 3, 7 and 12 in suspension culture. Images were taken at 50× magnification. Bar graph showed the mean diameter of 20 random EBs from three independent experiments. Data are presented as mean ± standard deviation of triplicate experiments. (**C**) RT–qPCR was used to measure the expression levels of ES cell lineage-specific markers (endoderm, mesoderm, ectoderm and trophectoderm) and pluripotency markers in WT and Pcgf1^−/−^ EBs on day 0, 3, 7 and 12. Error bars indicated ± SD. Bar graphs represented the mean of three independent biological repeats. *p < 0.05, **p < 0.01, ***p < 0.001 by two-tailed Student’s t test.

**Figure 4:**
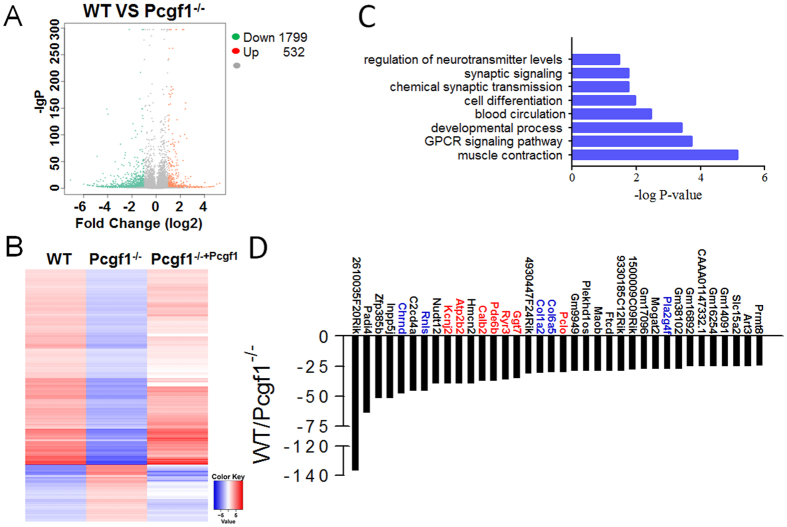
Pcgf1 works as a transcriptional activator. (**A**) Volcano plots represented differentially expressed genes in Pcgf1^−/−^ compared to WT ES cells. Red colour indicated upregulated genes and green colour indicated downregulated genes if they had a log2 fold change of >1 or less than −1, respectively. The differentially expressed genes number were indicated at right. (**B**) A heat map of the 1929 rescuably expressed transcripts with >2-fold expression differences in WT and Pcgf1^−/−^ ES cells. Red indicated high expression and blue indicated low expression. (**C**) GO analysis of biological functions of deregulated genes in Pcgf1^−/−^ ES cells. (**D**) Fold changes in the expression levels of the top 36 downregulated genes, bars showed more than 24-fold change genes. The ectoderm specific genes are highlighted in red and the mesoderm specific genes are highlighted in blue.

**Figure 5:**
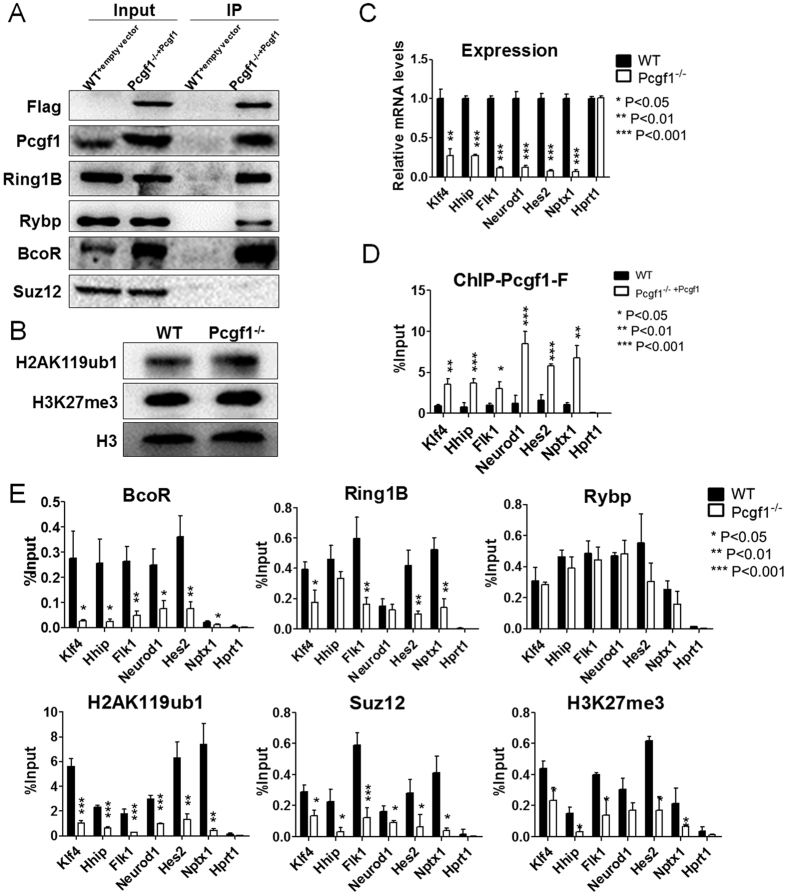
Pcgf1 recruits PRC1.1 in ES cells. (**A**) Immunoprecipitation of PRC1.1 components with anti-Flag antibody in nuclear extracts made from WT cells infected with empty vector (lane 3) or Pcgf1^−/−^ cells rescued with Flag-tagged Pcgf1 (Pcgf1^−/−+Pcgf1^) (lane 4). Antibodies for western blots were indicated to the left. 5% of the total cell lysate used for each immunoprecipitation was loaded in lanes 1 and 2. (**B**) H2AK119ub1 and H3K27me3 levels in Pcgf1^−/−^ ES cells. WT and Pcgf1^−/−^ ES cells nuclear extractions were used to examine H2AK119ub1 and H3K27me3 levels by Western blot, H3 was used as a loading control. (**C**) Expression of six selected target genes (Klf4, Hhip, Flk1, Neurod1, Hes2 and Nptx1) in WT and Pcgf1^−/−^ ES cells. Hprt1 was a negative control. (**D**) Flag ChIP-qPCR analysis was performed in the designated ES cells. (**E**) ChIP-qPCR was used to analyse the occupancy of BcoR, Rybp, Ring1B, H2AK119ub1, Suz12 and H3K27me3 on Pcgf1 targeting genes in WT and Pcgf1^−/−^ ES cells. Error bars indicated ± SD. Bar graphs represented the mean of 3 independent biological repeats. *p < 0.05, **p < 0.01, ***p < 0.001 by two-tailed Student’s t test.

**Figure 6:**
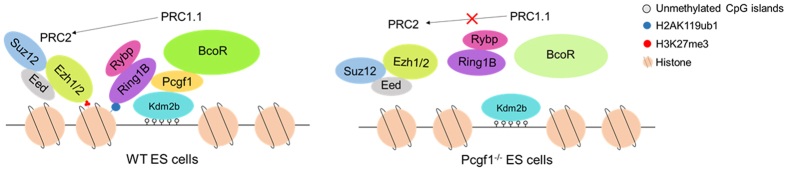
Model of Pcgf1 Function in ES cells. In WT ES cells, Kdm2b interacts with Pcgf1 to recruit the PRC1.1 complex to unmethylated CpG islands. This complex is then capable to catalyse H2AK119ub1 and this histone modification in turn promotes the binding and/or activity of PRC2 complex. In Pcgf1^−/−^ ES cells, disable PRC1.1 could not bind to the chromatin and thus impairs PRC2 complex recruitment.

# Supplementary material for: Loss of Polycomb Group Protein Pcgf1 Severely Compromises Proper Differentiation of Embryonic Stem Cells
**Source:** Sci Rep. 2017 Apr 10;7:46276. doi: 10.1038/srep46276

**Loss of Polycomb Group Protein Pcgf1 Severely Compromises Proper Differentiation of Embryonic Stem Cells**

**Yun Yan1, Wukui Zhao1, Yikai Huang1, Huan Tong1, Yin Xia2, Qing Jiang3, Jinzhong Qin1**

**Supplemental**

**Figure S1. Schematic diagram of sgRNAs targeting at Pcgf1 loci in mRNA level.** Target sequences and sites of cleavage by Cas9 (red triangles) are indicated in the schematic. The PCR products were analyzed by DNA sequencing.Sequences of Pcgf1 exon1 and exon4 conjunction to show the deletion of exon2 and exon3. Note that deletion of exon2 and exon3 (259bp) resulted in frameshift.

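The deletion described here joins exon 1 of Pcgf1 to exon 4. In GENCODE vM21, exons 2 and 3 of the main transcript have 106 and 153 bases, together 259 bases, which leaves a remainder of 1 when divided by 3. Translation of the annotated transcript gives a protein of 259 amino acids. Without exons 2 and 3, the reading frame from the annotated start codon runs for 45 amino acids before a stop codon, and the first 31 of them are shared with the full protein.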

Table 1. List of the PCR Primers used in this study

| Gene Symbol | Forward primer | Reverse primer | Product size (bp) | Application |
| --- | --- | --- | --- | --- |
| Pcgf1 | GTCCGTTAGCTGTGTGAACC | CTCTGTCTAAGCCTCGGGAC | 978 | Genomic PCR |
| Fgf5 | TTGCGACCCAGGAGCTTAAT | CTACGCCTCTTTATTGCAGC | 208 | RT-PCR |
| Nestin | AGGTGTCAAGGTCCAGGATG | AAGGAAGCAGACTCAGACCC | 183 | RT-PCR |
| Brachyury | CCAAGGACAGAGAGACGGCT | AGTAGGCATGTTCCAAGGGC | 280 | RT-PCR |
| Flk1 | GCTTGCTCCTTCCTCATCTC | CCATCAGGAAGCCACAAAGC | 262 | RT-PCR |
| Eomes | TGAATGAACCTTCCAAGACTCAGA | GGCTTGAGGCAAAGTGTTGACA | 280 | RT-PCR |
| Gata6 | CCCACTTCTGTGTTCCCAATTG | TTGGTCACGTGGTACAGGCG | 240 | RT-PCR |
| Gata4 | AAACCAGAAAACGGAAGCCC | ATAGTGAGATGACAGCCCGG | 182 | RT-PCR |
| Oct4 | TCTTTCCACCAGGCCCCCGGCTC | TGCGGGCGGACATGGGGAGATCC | 224 | RT-PCR |
| Nanog | CAGGTGTTTGAGGGTAGCTC | CGGTTCATCATGGTACAGTC | 223 | RT-PCR |
| Nptx1 | CTGTCTCGGGTGAACACTCT | CATGTAGTTGGTCCGCAGTG | 186 | RT-PCR |
| Hes2 | GGCCTTTGAATAGCTACCTCG | GTCAGTGAGGGCGAGTCAT | 154 | RT-PCR |
| Klf4 | AAGAGGGGAAGAAGGTCGTG | GGTAGTGCCTGGTCAGTTCA | 199 | RT-PCR |
| Hhip | TAGCACTTCCACTCCTCTGC | TCGGGAAGTCTGGAAAGCAT | 150 | RT-PCR |
| Neurod1 | CGAGGCTCCAGGGTTATGAG | CGTCCTCTTTCTTGTCTGCC | 186 | RT-PCR |
| Hprt1 | TCAGTCAACGGGGGACATAAA | GGGGCTGTACTGCTTAACCAG | 142 | RT-PCR |
| Pcgf1 | CCGACTAATGCTAAATCCAC | CTGTATTGGAGAAGCAAAGG | 132 | RT-PCR |
| β-Actin | AGCCATGTACGTAGCCATCC | CTCTCAGCTGTGGTGGTGAA | 228 | RT-PCR |
| Hhip | CGGTTCCTGCTACTGTCTCA | GTTGGGAAGTGGGAGGAGAA | 119 | ChIP-PCR |
| Neurod1 | GCAACTCGGCTATATAACCCT | ACGATCTCATAACCCTGGAGC | 101 | ChIP-PCR |
| Nptx1 | CCGGTCCGCACACAATTAAA | TTCTACGCCGCACAGTCTT | 151 | ChIP-PCR |
| Hes2 | CACCCTGTGCAGTGACAAAG | CAGAGAGAAAACCGAAGCCG | 176 | ChIP-PCR |
| Klf4 | GGACCTACTTATCTGCCTTGC | GAGCCCCAAAGTCAACGAAG | 200 | ChIP-PCR |
| Hprt1 | GAATCCTCTGGGAGACGACA | CGGAAAGCAGTGAGGTAAGC | 272 | ChIP-PCR |
| Flk1 | TGTGTTTCCTTAGATCGCGC | CAAAGAAGTCACAGAGGCGG | 193 | ChIP-PCR |

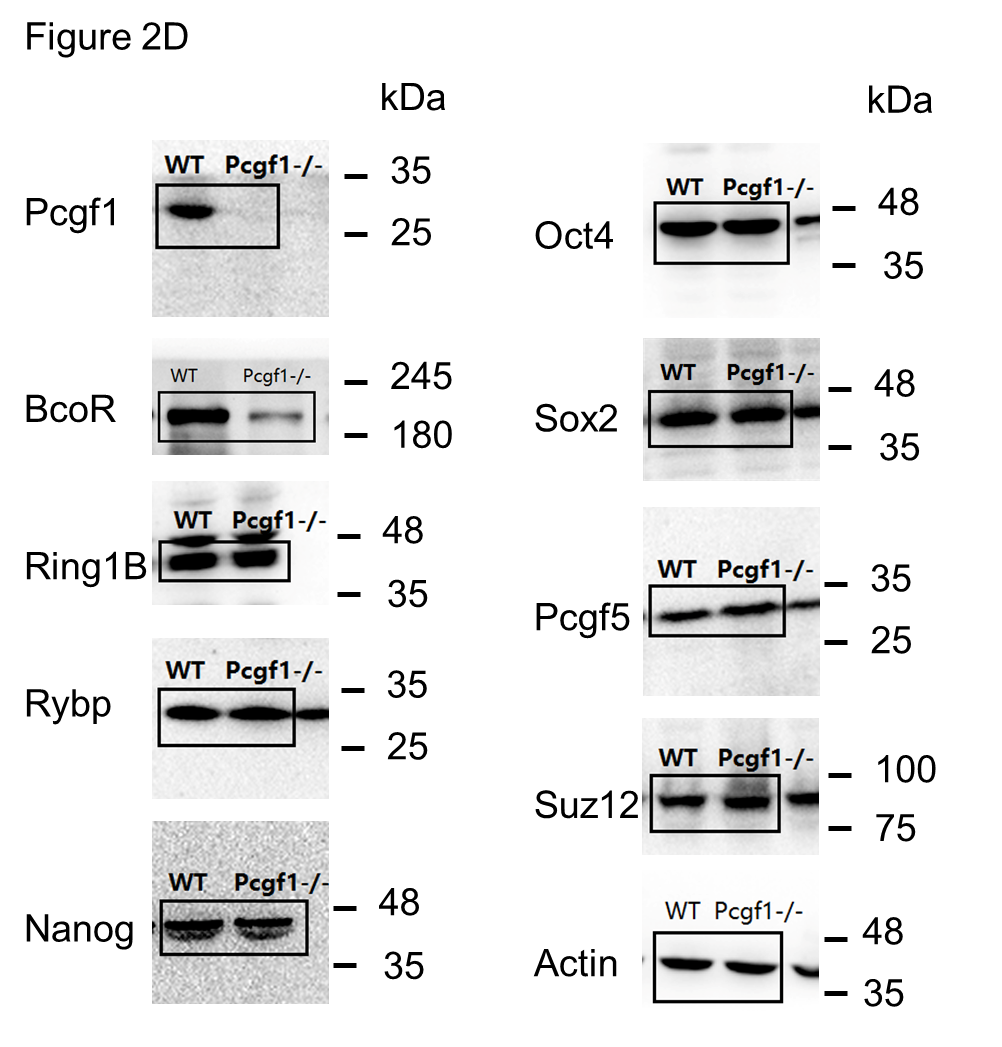

**Supplement:** Supplementary Information

How the deposited data were processed for this re-analysis (not part of the article)

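RNA-seq was analysed in 3 samples, 1 each of WT, Pcgf1−/− and Pcgf1−/−+Pcgf1 ES cells. The paper's methods describe alignment to mm10 with TopHat, RPKM values and a comparison with DEGseq, and state no threshold on p. The authors deposited for each sample a list of transcript events with an FPKM per event. The program that made the lists is not stated, and the form of the identifiers and event names is that of Cufflinks and ASprofile. Between 62.0% and 63.6% of the rows had an FPKM of 0. No counts were in the files, so no count-based test was run, and edgeR and DESeq2 were not used. The depth of the libraries is unknown.

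For each gene name, the FPKM of first-exon rows and of last-exon rows were summed and the larger sum was used. Both sums were equal in every sample for 20801 of the 25350 genes. Rows with several gene names, rows without a name and names of the form of a date were left out. Ratios were taken on FPKM plus 0.1, and a gene was called changed above 2-fold. Before the files arrived the plan had been an exact test on counts with a value of 0 replaced by 1 count, and it stated that the ratio alone would be used if the files held no counts. The pseudocount, the way of summing and the filters were chosen after the files and first results had been seen, including results under other pseudocounts, so a main value close to the paper's is not independent of that choice. Of the pseudocounts seen, 0.1 gave the share of genes moving in the opposite direction that lies closest to the percentage in the paper.

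Shares of genes have Wilson 95% intervals, and the decreased share of target genes was tested with an exact binomial test against 50%. With 1 sample per condition no test between conditions covers the spread between cultures. The relative worth of 1 fragment was estimated from the steps of the low values. A set of 100 simulated experiments drew all 3 samples from one common profile, with gene lengths from GENCODE vM21, depths estimated from the steps, Poisson sampling and an assumed biological coefficient of variation of 0.2. The calling script was tested on simulated data, in which it recovered 200 of 200 genes with planted 8-fold changes and an FPKM above 2. Variation from transcript assembly was not simulated.

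The genes named in the text follow a rule fixed before the files arrived: every gene the paper names, the genes of Fig. 4D, the 10 most decreased and 10 most increased genes, and marker lists. The rule asked for a minimum count for the most decreased and most increased genes, and an FPKM of at least 1, set after the files had been seen, was used in its place. In all, 12 alternative settings were computed, 2 set before the files arrived and 10 added later. GO analysis was not run because no GO annotation was at hand. The software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and biopython 1.88.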

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

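The Pcgf1−/− file lists a Pcgf1 transcript that joins exon 1 to exon 4 with an FPKM of 5.8842. The FPKM of transcripts listed as including exons 2 and 3 was 0 in all 3 samples, so it does not tell them apart. The joining of exon 1 to exon 4 is not in the lists for WT or Pcgf1−/−+Pcgf1. It was flagged because the paper reports no exon-level reading of the RNA-seq. In WT the whole Pcgf1 signal of 13.9523 FPKM came from transcripts starting at exon 1. In Pcgf1−/−, 4.8643 FPKM came from such transcripts and 1.0199 FPKM from transcripts with a first exon upstream.

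Pcgf1 had an FPKM of 7.8619 in Pcgf1−/−+Pcgf1, and no transcript without exons 2 and 3 is listed there, although these cells were derived from Pcgf1−/− cells. That events are listed from each sample's own assembled transcripts was tested by counting skipping events of several exons. Of 3789 listed for Pcgf1−/−, 148 (3.91%) are missing for Pcgf1−/−+Pcgf1, below the limit of 5%, so such omissions do occur. The transcript without exons 2 and 3 is not listed for WT either. Events listed for Pcgf1−/− but not for WT were not counted apart. The share over all events therefore cannot tell how often events of this kind are omitted, and the test does not decide. That the sample is a second WT sample was tested by the number of genes changed more than 2-fold against WT, which was 88.8% of the number for Pcgf1−/− against WT. Fewer than 50% would have fitted a second WT sample and 100% or more would have spoken against it, so the files cannot tell this possibility from a rescued sample. No biological explanation was tested.

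Between Pcgf1−/−+Pcgf1 and WT, a comparison the paper does not report, 1608 genes differed more than 2-fold, 1011 higher and 597 lower in Pcgf1−/−+Pcgf1. It was flagged as data outside those the paper discusses. Sampling of fragments with an assumed biological coefficient of variation of 0.2 gave at most 649 such genes in 100 simulated experiments. An incomplete rescue would place Pcgf1−/−+Pcgf1 between WT and Pcgf1−/−. In 1268 of the 1608 genes (78.9%) the value in Pcgf1−/− lay on the WT side of that in Pcgf1−/−+Pcgf1. The use of Pcgf1−/−+Pcgf1 in both ratios raises this share. In simulated experiments without any difference, sharing of the Pcgf1−/− sample alone gave a median of 84.7%. The share therefore cannot decide for or against an incomplete rescue. Differences between cultures were not tested, and variation from transcript assembly was not simulated, so the pattern cannot be told apart from these.

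In 57 genes the FPKM was above 5 in one sample and exactly 0 in another, which was flagged because such zeros enter the fold changes as full losses. Of these, 24 were 0 in Pcgf1−/− and above 5 in WT, 9 of which were also 0 in Pcgf1−/−+Pcgf1, and 13 were 0 in WT and above 5 in Pcgf1−/−. Malat1 had 58.9 in WT and 0 in the other two samples, Spcs1 had 79.0 and 0, and Lars2 had 1649.6 in Pcgf1−/− and 0 in the other two. Sampling of fragments gave 0 such genes in the 100 simulated experiments, a prediction made only after the pattern was seen. The 10 most decreased and 10 most increased genes at an FPKM of at least 1 were all 0 in Pcgf1−/− or in WT. A candidate explanation is that the program that made the files gave no value to some loci, which the files cannot show. In the rows of Supplementary Table 2 that could be read, 3 of the 57 genes are listed. The paper's ratios of Pcgf1−/− to WT for them are moderate: 3.60 for ENSMUSG00000035085, 2.61 for Gm28268 and 0.482 for Gm17275. For these 3 genes the ratios go with the explanation, and the remaining genes could not be checked in this way. When all 57 genes were left out, the number decreased more than 24-fold went from 35 to 11.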

How the results depend on the processing

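The direction of the excess of decreased genes was unchanged under all 12 alternatives: the decreased share of target genes stayed above 50% throughout. Median-of-ratios scaling lowered the decreased share of target genes to 63.9%, below the Wilson interval of 68.2% to 72.8% for this share. It changed no other headline result beyond its limits. Leaving out genes with a 0 in WT or Pcgf1−/− was the other alternative set before the files arrived, and it used no pseudocount. It raised the share that moved more than 2-fold in the opposite direction to 54.96%. The decreased share of target genes rose to 73.5%. Both lie above their Wilson intervals, and no other headline result went beyond its limits. All other alternatives were chosen after seeing the data.

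The pseudocount sets how genes with few fragments count. At 0.01 FPKM there were 3267 changed genes (2209 decreased, 1058 increased), 2453 target genes and 219 genes decreased more than 24-fold, with 75.08% moving in the opposite direction and 55.31% more than 2-fold. At 1 FPKM the numbers were 454 (294 and 160), 398 and 9, with 87.67% and 47.80%.

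Filters on low values remove genes near the steps of 1 fragment. At an FPKM of at least 0.5 there were 1151 changed genes (800 decreased, 351 increased), with 86.62% moving in the opposite direction. At 1 FPKM there were 858 (577 and 281), 751 target genes and 87.53%. At 5 FPKM there were 329 (194 and 135), 285 target genes and 86.63%.

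With loci whose first-exon and last-exon sums agree, which drops genes with incomplete event lists, 1148 genes changed (785 decreased, 363 increased), 921 were target genes, 20 passed 24-fold and 80.23% moved in the opposite direction. With last exons only, that share was 78.99% and 90 genes passed 24-fold. Leaving out the genes at 0 in one sample and above 5 FPKM in another left 11 genes past 24-fold. The log2 ratio of Pclo turned from -2.49 to 0.233 with last exons only. Of the other gene rows, 309 were unchanged and 32 crossed the 2-fold limit or changed sign within it. With first exons only, the decreased share of target genes was 67.0%, below its Wilson interval of 68.2% to 72.8%. That setting changed no other headline result beyond its limits, and loci with several gene names changed none.

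The alternatives that need counts were not run: TMM factors, minimum counts, thresholds on adjusted p, the MA-plot model, exact tests with an assumed biological coefficient of variation, 1 added to every count, and thinning. Fold change alone and the deposited expression values are the main setting. Alternatives for GO terms were not run. The replicate block was not run because each condition had 1 sample and no model was fitted. Genes below 0.5 FPKM rest on few fragments, and 463 of the decreased and 196 of the increased genes lie there, which limits the number of changed genes.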

Differences from the paper's values

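The paper states that 82% of the changed genes moved more than 2-fold in the opposite direction after re-expression of Pcgf1, and the value here was 50.2%. With median-of-ratios scaling it was 50.7%, which leaves the gap. Leaving out genes with a 0 in WT or Pcgf1−/− gave 54.96%, which is within 1.5 times the paper's value. With a pseudocount of 0.01 FPKM, chosen after seeing the values, it was 55.3%, also within 1.5 times. Counted without the 2-fold limit, the share in the opposite direction was 82.3% here. In the rows of the paper's Supplementary Table 2 that could be read, all 1364 moved in the opposite direction and 58.1% did so more than 2-fold. These rows leave out the most decreased genes. They hold target genes only, so 58.1% is not a share of all changed genes. The like numbers here were 909 of 1489 target genes. The paper's target genes thus include genes that moved back less than 2-fold, so its 82% does not apply the 2-fold limit to every gene.

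For Hes2, the paper's ratio of Pcgf1−/− to WT is 0.347345 and the value here was 0.2077. Neither alternative set before the files arrived closed the gap. With a pseudocount of 1 FPKM, chosen after seeing the values, the log2 ratio of Hes2 was -1.18, which is within 1.5 times the paper's ratio. For Gm17275 the paper's ratio is 0.481767 and the value here was 0.00189, and for the gene ENSMUSG00000035085 the paper's ratio is 3.59604 and the value here was 131.3. Both genes have an FPKM of 0 in one of the compared samples. Median-of-ratios scaling did not close the gap for either, and with zeros left out neither has a value.

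The paper draws C2cd4a, Ryr3, Ggt7, Plekhd1os, Gm38102, Gm16892 and Gm14091 among its most decreased genes in Fig. 4D, and the FPKM of each was 0 in all 3 samples. Of the 26 genes of Fig. 4D measured here, 2 passed 24-fold with the pseudocount. With 0.1 FPKM added, no gene below 1 FPKM in WT can pass 24-fold, and 21 of the 26 lie there. This count therefore does not show a difference from the paper. Nptx1, which the paper selects as a target, fell by 0.882 on the log2 scale, short of 2-fold. With zeros left out and no pseudocount, its ratio of 0.485 passed 2-fold.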

Other observations

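More genes were decreased than increased in Pcgf1−/− (69.8% of the changed genes). Technical explanations were tested. With fewer feeder fibroblasts in the Pcgf1−/− sample, markers of fibroblasts would have a median change below -1 on the log2 scale. The median over the 23 measured markers was -0.487. Of these, 7 fell more than 2-fold, 0 rose more than 2-fold, and 20 were higher again in Pcgf1−/−+Pcgf1, so the markers move in the direction of this explanation. The median is the value of Prrx1, which went from an FPKM of 0.0402 in WT to 0 in Pcgf1−/−. With 0.1 FPKM added, even a full loss of so low a gene cannot reach -1. Missing the limit therefore does not count against fewer feeder fibroblasts. A difference in sequencing depth gave a median decreased share of 49.5% in simulated experiments. Low expression was tested at an FPKM of at least 5, where the decreased share was 59.0%, smaller than over all genes. Scaling between the samples left 63.4%. The predictions on low expression and scaling were made only after the result had been seen. Of the other predictions tested, only those on fibroblasts and on the shared sample preceded the files; the rest were made after the files had been explored but before the test. Thinning, TMM factors and minimum counts were foreseen as tests but need counts and were not run. Differences between cultures were not tested and fewer feeder fibroblasts were not excluded, so the excess cannot be told apart from either.

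Genes changed in Pcgf1−/− moved back in Pcgf1−/−+Pcgf1 in 82.3% of cases. The Pcgf1−/− sample is shared by both ratios, and chance extremes in it move back in any other sample. In 100 simulated experiments without any difference between conditions, a median of 84.7% of the changed genes moved back (95% of draws between 81.7% and 87.3%), so the share in the data is no larger than this sharing alone gives. The total counts foreseen for the simulation were replaced by depths estimated from the steps. The simulated experiments had a median of 586 changed genes against 1810 in the data, and a median of 24.9% moved back more than 2-fold against 50.2%. With another sample as the shared one, the largest share in the data was 78.9%, with Pcgf1−/−+Pcgf1 shared, below the interval of 80.4% to 83.96% above. With WT shared, the share was 70.7% for genes chosen against Pcgf1−/− and 60.9% for genes chosen against Pcgf1−/−+Pcgf1. The simulated share was thus not reached in every comparison. With Pcgf1−/− shared but the genes chosen by its ratio to Pcgf1−/−+Pcgf1, 78.4% moved back in WT (Wilson 95% interval 76.6% to 80.1%), so Pcgf1−/− does not stand out from Pcgf1−/−+Pcgf1 as the shared sample. The share in the opposite direction cannot be told apart from sharing of a sample. The number of changed genes and the share beyond 2-fold exceed the simulation, which left out variation from transcript assembly and between cultures. A high share beyond 2-fold is not particular to Pcgf1−/−. It was 53.3% with Pcgf1−/−+Pcgf1 shared and genes chosen by its ratio to WT, and 29.4% to 41.8% in the remaining comparisons.

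Genes that the paper measured by other assays had these values in undifferentiated ES cells (no replicates). Pou5f1 (Oct4) had an FPKM of 669.5 in WT, 518.3 in Pcgf1−/− and 625.9 in Pcgf1−/−+Pcgf1, and Nanog had 68.2, 46.3 and 123.0. Bcor had 4.06, 5.33 and 9.49, so its RNA was not lower in Pcgf1−/−. Rybp had 30.3, 40.3 and 12.6, Suz12 had 42.0, 42.9 and 61.6, Pcgf5 had 8.12, 10.2 and 10.6, and Ring1 had 3.29, 3.27 and 3.29. Sox2, Rnf2 and Kdm2b lay in loci with several gene names in at least 1 file. Gata6 had 0.136, 0.410 and 0.129, and Gata4 had 0.459, 0.841 and 0.805. Among the other differentiation markers of the embryoid bodies, Nes (Nestin) had 3.29, 4.81 and 3.05 and Eomes had 1.39, 2.20 and 1.22, so both were higher in Pcgf1−/− than in WT. T (Brachyury) had 0.221, 0.170 and 0.331, and Fgf5 had 0.0486, 0 and 0.0488. The files hold no samples of embryoid bodies. Of the 10 primitive endoderm markers, 4 were more than 2-fold higher in Pcgf1−/− and 0 were more than 2-fold lower.

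Some gene names in the files have the form of a date, as spreadsheet programs write them: 22 names in 186 rows for WT, 21 in 172 rows for Pcgf1−/− and 23 in 193 rows for Pcgf1−/−+Pcgf1. These rows were left out. A few loci without a gene name had very high values. One in Pcgf1−/−+Pcgf1, with a first exon of 18 bases on chromosome 16 from 57113044 to 57113061, had an FPKM of 318520. One in WT, with a first exon of 174 bases on chromosome 9 from 56223569 to 56223742, had 23058.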
